A study of Drosophila melanogaster with 12 samples. Its data were reported in "Argonaute2 attenuates active transcription by limiting RNA Polymerase II elongation in Drosophila melanogaster" (2018).

How the data were processed

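Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in the *Drosophila melanogaster* cell line Kc167, a line of embryonic hemocyte origin, with an antibody against RNA Polymerase II (Pol II) phosphorylated on serine 2 (S2) of its C-terminal repeats, the form found on elongating Pol II. Cells were mock-treated, depleted of Argonaute2 (AGO2 KD) or depleted of LaminB (LaminB KD). The labels mark AGO2 KD as an si treatment and LaminB KD as a ds treatment, and the protocol names siRNA and dsRNA as reagents and neither for mock, so the reagent differed between the knockdowns. The labels give 2 replicates of the IP per group, 6 libraries in all, together with 6 input samples. The inputs were not analysed here on their own and entered only through the peak calling of the authors.

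The authors trimmed the reads with cutadapt, aligned them to the dm6 genome with bowtie2, removed multimapping reads by mapping quality with samtools and removed PCR duplicates with Picard. Broad regions were then called with MACS2 against input, separately for each replicate, and the list of each IP library was deposited. Which input libraries entered each call is not stated. The pooled peak calls and the differential binding analysis of the study are not used here.

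Each deposited list has 9 columns and holds called regions only. The coordinates given by the authors are dm6 positions, counted from 0 at the start, and were converted to positions counted from 1. The score column deposited by the authors is the whole part of 10 times −log10 q in all regions but 1. The fold enrichment deposited by the authors is the ratio of the IP pileup to the background expected from the input, averaged over the region by MACS2. The −log10 p and −log10 q columns deposited by the authors are averages over the region as well. The smallest −log10 q in any list was 1.01, which corresponds to a q of 0.0980. Score and fold are values of single regions and were used only to rank or filter regions within a list, with 1 exception: the −log10 p of regions of like fold was set side by side across lists as a proxy for effective depth.

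The lists hold no read counts, so the sequencing depth of each library is unknown and no counting interval can be given. A call depends on depth, because at a given fold a region reaches the threshold more easily with more reads. MACS2 by default scales the deeper of IP and input down to the shallower, so either library can limit a call. The read-based test of the study, DiffBind with edgeR, could not be run on these lists. Presence and extent of called regions were compared instead.

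Gene models were taken from Ensembl release 115 (annotation BDGP 6.54, in dm6 coordinates), without transposable elements. All 13968 protein-coding genes on the 7 chromosome arms 2L, 2R, 3L, 3R, 4, X and Y were used, of which 7361 overlapped no other annotated gene. No region ended beyond its chromosome. Per library, the number of regions, the merged covered length and the median width were computed. Each region was assigned to promoter, exon, intron or intergenic sequence, in that order of precedence, with the promoter taken as 1500 bp on either side of a transcription start site (TSS). The end-to-start ratio was the number of genes with at least 1 bp covered in their last 500 bp divided by the number with at least 1 bp covered in their first 500 bp, over the 7436 genes of 2 kb or more. Gene body coverage was the percentage of bases between gene start and end that lay inside called regions. A profile of covered bases along the gene was averaged over 3669 genes of at least 2 kb that overlapped no other gene, with 20 bins in the gene.

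A gene was called gained when a region covered at least 1 bp of its body in both libraries of the knockdown and in neither mock library, and lost in the reverse case. AGO2 KD and LaminB KD were also compared directly. The coverage call required the knockdown libraries to lie at least 25 percentage points above or below both control libraries. The counts were set beside those of the 2 other ways to split the same 4 libraries into pairs. They were also set beside 1000 simulated data sets with no group effect on single genes. These kept the number of lists in which each gene had a region and the total of each library. A general loss in a group is part of these totals, so the simulations cannot test for it. Genes are not independent replicates, so no p-value across genes is attached to these counts.

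Groups of 2 were compared by an exact two-sided permutation test, whose smallest possible p is 0.333. No comparison of this size can pass a threshold of 0.05 with this test. The similarity of lists was measured by the base-pair Jaccard index, the shared bases divided by the bases in either list. The mean of the same-group pairs minus that of the other pairs was ranked among all 15 ways to part 6 libraries into pairs (one-sided, smallest possible p 0.0667). The overlap of genes gained in both knockdowns was to be measured as an odds ratio with Fisher's exact test across genes. The study used this test for another question, to set RNA changes against differential peaks. The odds ratio was to be set beside its simulated range, because both comparisons share the mock libraries.

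The genes named in the report followed a rule set before the data were examined: the depleted genes *AGO2* and *Lam*, the example genes of the study (*Socs36E*, *Traf4*, *cv-2*, *betaTub60D* and *vri*), and, per comparison with mock, up to 3 gained and 3 lost genes with the largest difference in mean coverage among genes of at least 1 kb that overlapped no other gene. *CG14196* was named after its values were seen, as was the region on Y.

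Alternatives chosen before the data were examined were the top-scoring 50% of each list, the same number of regions in each list (the 4122 top-scoring regions, the size of the smallest list), regions within 1 kb joined, all sequences instead of the main arms, at least 50% of the gene body covered, genes that overlap no other gene, a coverage margin of 10 percentage points, windows of 1000 bp, a replicate block, a share of overlapping regions in place of the Jaccard index, and leaving out each library in turn. The top 2000 regions of each list by the fold enrichment of the authors were added after the data were seen. Matched comparisons of single genes used genes called in both mock lists with a mean mock coverage within 10 percentage points of the gene in question.

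The code was tested on simulated data. Overlaps were computed without error in 200 sets of random intervals. Over 50 simulated data sets with no group effect and 13968 genes, the counts lay inside the 95% range in 45 to 50 sets, depending on the comparison. All 200 planted gained genes were recovered in each comparison. They were planted to meet the rule exactly, so this checks the code and not the power to find a gain. Analyses were run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9, and sequence matches were searched with blastn 2.17.0.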

Results

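Pol II S2 ChIP-seq regions were compared in mock-treated Kc167 cells and upon depletion of AGO2 or LaminB, with 2 replicate libraries per group. The study depleted AGO2 to ask whether it affects Pol II on chromatin, and depleted LaminB, a protein of the nuclear lamina, as a control for specificity. The 6 lists held 40839 called regions, and none lay off the main chromosome arms. Mock replicates 1 and 2 had 7795 and 7957 regions. AGO2 KD replicates had 4122 and 6534 regions, and LaminB KD replicates had 7309 and 7122. No list gave read counts, so the depth of each library was unknown. For regions with a fold enrichment from 3.0 to 3.5 by the values of the authors, the median −log10 p was 14.7 and 14.5 in mock, 4.11 and 6.49 in AGO2 KD, and 9.87 and 11.6 in LaminB KD. At like fold both AGO2 KD lists had a lower median −log10 p than every other list.

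The first comparison asked whether the number and extent of S2 regions changed upon AGO2 depletion. Mock libraries had 7876 ± 115 regions (SD, n = 2) and AGO2 KD libraries had 5328 ± 1706 regions (SD, n = 2), a log2 ratio of −0.56 with a pooled SD of 0.33. Merged regions covered 12.9 ± 0.231 Mb of the genome in mock (SD, n = 2) and 5.14 ± 2.92 Mb in AGO2 KD (SD, n = 2), a log2 ratio of −1.32 with a pooled SD of 0.61. The chromosome arms together measure 137.5 Mb. Both AGO2 KD libraries lay below both mock libraries in number and in length (exact permutation test, two-sided p = 0.333, the smallest value that 2 against 2 libraries allow). The AGO2 KD replicates differed from each other more than the mock replicates did, covering 3.07 and 7.20 Mb against 13.0 and 12.7 Mb. The log2 ratio of covered length moved most when a single AGO2 KD library was used, from −0.84 without AGO2 KD 1 to −2.07 without AGO2 KD 2. The median region was also narrower in AGO2 KD, at 438.5 and 667 bp, than in mock, at 906 and 862 bp.

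LaminB KD libraries had 7216 ± 132 regions (SD, n = 2), a log2 ratio to mock of −0.13 with a pooled SD of 0.02. They covered 10.4 ± 0.106 Mb (SD, n = 2), a log2 ratio to mock of −0.31 with a pooled SD of 0.02. Both LaminB KD libraries lay below both mock libraries in both measures (exact permutation test, two-sided p = 0.333, the smallest possible). Set against LaminB KD directly, AGO2 KD had a log2 ratio of −0.44 in the number of regions and −1.02 in covered length, and the groups did not overlap (exact permutation test, two-sided p = 0.333).

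**Figure D1:**
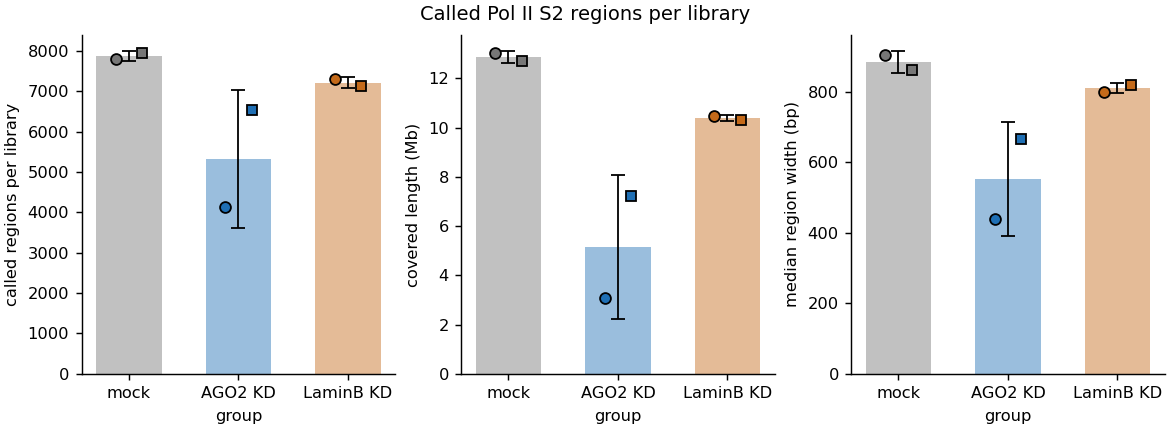
Number of called Pol II S2 regions and covered length in Mb per library, with points for the 2 libraries of each group and the group mean with its SD. Both AGO2 KD libraries, with 4122 and 6534 regions, sit below all 4 mock and LaminB KD libraries.

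The positions of the regions were then compared between libraries by the base-pair Jaccard index. Replicates shared 0.791 of their bases in mock and 0.775 in LaminB KD. AGO2 KD replicates had an index of only 0.423, below the index of AGO2 KD 2 with either mock library (0.531 and 0.542) or either LaminB KD library (0.636 and 0.633). The mean index was 0.663 within groups and 0.527 between groups. This difference of 0.136 was the largest of the 15 ways to pair the 6 libraries (exact permutation test, one-sided p = 0.0667, the smallest possible). The alternative that moved it most, the share of regions overlapping by at least 50% of their length, gave a difference of 0.0660 and the same place among the pairings.

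The knockdown regions were almost wholly nested in mock regions. Of the bases in called regions, 99.9% and 98.7% in the AGO2 KD libraries and 97.7% and 97.3% in the LaminB KD libraries lay inside a region of at least 1 mock library. Regions that touched no mock region numbered 3 and 85 in AGO2 KD and 168 and 161 in LaminB KD.

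**Figure D2:**
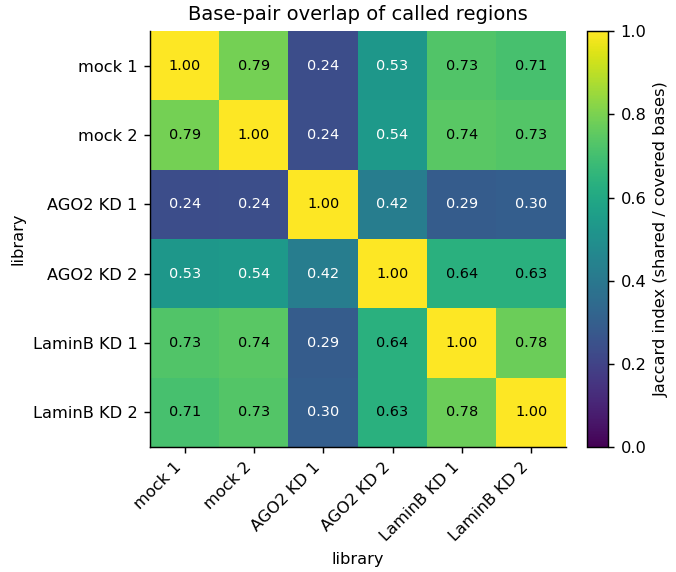
Base-pair Jaccard index of called regions for each pair of the 6 libraries, on a colour scale with the value printed in each cell. The mock pair (0.791) and the LaminB KD pair (0.775) have the highest values, and AGO2 KD 1 has low values with every other library.

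To locate the regions along genes, each was assigned to a gene feature. Promoters took 72.7 ± 0.289% of mock regions, 85.6 ± 7.28% of AGO2 KD regions and 76.8 ± 0.879% of LaminB KD regions (SD, n = 2 each). The difference from mock was 12.9 percentage points in AGO2 KD, with a pooled SD of 5.15, and 4.12 percentage points in LaminB KD, with a pooled SD of 0.654. Neither group overlapped mock (exact permutation test, two-sided p = 0.333 for each, the smallest possible). This direction did not hold at an equal number of regions per list, where the differences were −1.10 and −0.0728 percentage points. Exons took 14.9% and 15.7% of mock regions, 3.54% and 9.09% of AGO2 KD regions, and 13.2% and 12.8% of LaminB KD regions.

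S2-phosphorylated Pol II is found along the body and at the end of transcribed genes, so the ends of genes were compared with their starts. The end-to-start ratio was 0.481 ± 0.0122 in mock, 0.190 ± 0.0990 in AGO2 KD and 0.393 ± 0.00491 in LaminB KD (SD, n = 2 each). It rested on 2051 and 1957 genes with a covered end in mock, 316 and 944 in AGO2 KD, and 1573 and 1538 in LaminB KD. The ratio fell by 0.291 in AGO2 KD, with a pooled SD of 0.0705, and fell by 0.0889 in LaminB KD, with a pooled SD of 0.00931. Both knockdowns lay wholly below mock (exact permutation test, two-sided p = 0.333 for each, the smallest possible). The alternatives that moved it most for AGO2 KD left out single libraries, where the ratio fell by 0.361 without AGO2 KD 2 and fell by 0.221 without AGO2 KD 1. Along 3669 genes of at least 2 kb that overlapped no other gene, called regions covered 45.4% and 44.3% of the first twentieth of the gene in mock, 23.9% and 38.0% in AGO2 KD, and 41.9% and 42.0% in LaminB KD. The last twentieth was covered to 16.8% and 14.6% in mock, 1.93% and 6.49% in AGO2 KD, and 11.9% and 11.0% in LaminB KD.

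**Figure D3:**
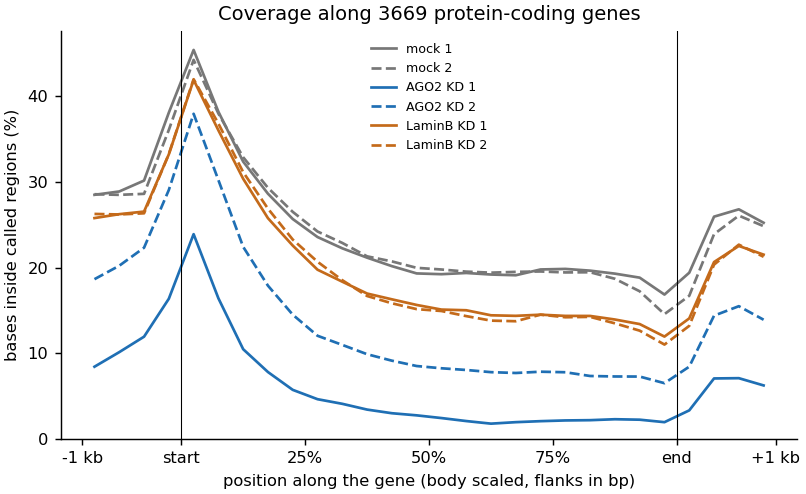
Mean percentage of bases inside called regions along 3669 protein-coding genes, scaled from start to end in 20 bins with 1 kb flanks, with a line per library. The AGO2 KD lines are lowest, at 1.93% and 6.49% in the last bin of the gene against 16.8% and 14.6% in mock.

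Genes with a region over their body were compared next. A region touched 7390 and 7324 of 13968 protein-coding genes in mock, 4413 and 6310 in AGO2 KD, and 6986 and 7003 in LaminB KD. No gene was gained in AGO2 KD, that is, covered in both AGO2 KD lists and in neither mock list. Only 14 genes were covered in at least 1 AGO2 KD list and in no mock list, 13 of them in AGO2 KD 2. Lost genes numbered 892. Simulated data with no group effect but the same library totals gave a mean of 860 lost genes, with a 95% range from 830 to 887, so 892 lay just above the range. The same simulations gave 0 gained genes, with a 95% range from 0 to 0, so the observed 0 lay inside it. The simulations kept the lower totals of AGO2 KD, which alone give most of the loss, so they do not test for a general loss. The other splits of the same 4 libraries gave at most 15 genes in either direction. Without AGO2 KD 2 the number of lost genes rose to 2764, and without AGO2 KD 1 the number of gained genes was 13. The alternative that moved gained genes most was the top 2000 regions of each list by fold, chosen after the data were seen, with 159 genes.

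In LaminB KD, 12 genes were gained and 175 were lost. The simulated means were 5.34 gained genes (95% range 1 to 10) and 155 lost genes (95% range 137 to 172), so both counts lay just above their ranges. Another split of the same libraries, however, gave 26 genes in one direction. Leaving out single libraries gave 34 to 39 gained genes, so the count of 12 rests on all 4 libraries. Of the 175 genes lost in LaminB KD, 161 were also lost in AGO2 KD. Both comparisons share the mock libraries and no simulated value was computed for this overlap, so no shared effect can be read from it. No gene was gained in both knockdowns, so no odds ratio could be computed for the overlap.

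AGO2 KD was also set against LaminB KD, a comparison that uses no mock library but in which the reagent (siRNA or dsRNA) differed along with the target. It gave 573 lost genes, beside a simulated mean of 549 (95% range 527 to 570), and 1 gained gene, beside a simulated mean of 0.019 (95% range 0 to 0). The gained gene was *CG14196* (FBgn0031002, dm6 X:19236059-19241840). Regions covered 2.85% and 5.64% of its body in the AGO2 KD libraries, 0% in both LaminB KD libraries, 2.23% in mock 1 and 0% in mock 2. Another split of these 4 libraries gave 39 genes in one direction.

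**Figure D4:**
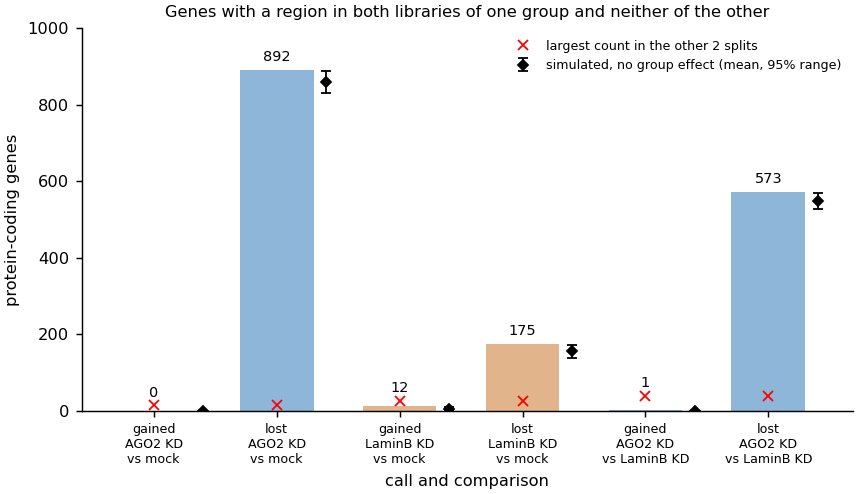
Number of genes gained and lost in each comparison (bars), the simulated mean with no group effect and its 95% range (points with error bars), and the largest count of another split of the same libraries (crosses). Lost genes number 892, 175 and 573, near the simulated means, and gained genes number 0, 12 and 1. The simulations keep the total of each library, so they hold any general loss.

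The extent of coverage changed at more genes than its presence. In AGO2 KD, 2007 genes were covered by at least 25 percentage points less than in mock in every pairing of libraries, and 0 genes were covered by as much more. Without the 25-point margin, 4 genes had both AGO2 KD libraries above both mock libraries and 5802 had both below. For the LaminB KD libraries these numbers were 283 and 2905, so the shift was downward in both knockdowns. With libraries in random order, a gene without ties would do one or the other with a probability of 0.333. In LaminB KD, 237 genes had lower coverage and 14 had higher coverage by the same margin. Other splits of the libraries gave at most 7 genes for AGO2 KD and at most 44 for LaminB KD, more than the 14 genes with higher coverage. Over genes with a region in any library compared, the median difference in mean coverage was −22.7 percentage points in AGO2 KD (7554 genes) and −1.91 percentage points in LaminB KD (7601 genes).

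The depleted genes were examined first among single genes. S2 coverage of a gene is not a measure of its knockdown. *AGO2* (FBgn0087035, dm6 3L:15554113-15561042, plus strand) had coverage of 44.5 ± 15.9% in mock, 11.4 ± 9.88% in AGO2 KD and 58.8 ± 0.796% in LaminB KD (SD, n = 2 each). The mock replicates were far apart, at 55.7% and 33.2%. Its 3′ end overlaps *CG7739* on the minus strand, so regions there cannot be assigned to 1 gene. *Lam* (FBgn0002525, dm6 2L:5542480-5546642, plus strand), which encodes LaminB, had coverage of 84.3 ± 1.73% in mock, 80.9 ± 2.00% in LaminB KD and 51.1 ± 37.4% in AGO2 KD (SD, n = 2 each), with 24.6% and 77.6% in the AGO2 KD replicates.

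Of the example genes of the study, *Socs36E* (FBgn0041184, dm6 2L:18138675-18152417, minus strand, with the non-coding RNA gene *lncRNA:CR44478* inside it) had the highest coverage. Its coverage was 69.1% and 64.7% in mock, 56.3% and 80.0% in AGO2 KD, and 42.7% and 53.7% in LaminB KD. The group means were 66.9 ± 3.12%, 68.1 ± 16.7% and 48.2 ± 7.75% (SD, n = 2 each). The difference between AGO2 KD and mock was smaller than the spread of the AGO2 KD replicates, while both LaminB KD replicates lay below both mock replicates (exact permutation test, two-sided p = 0.333, the smallest possible). By fold enrichment, the best region of the gene ranked 3147 and 3071 in the mock lists, 584 and 803 in the AGO2 KD lists, and 3796 and 2630 in the LaminB KD lists. The best region was not the same in both groups. In mock 1 it lay at 2L:18150065-18152662, and the AGO2 KD regions there, of 2588 and 2816 bp against 2598 and 2560 bp in mock, ranked 1251 and 1195. In AGO2 KD 1 it lay at 2L:18148969-18149171, and the mock regions there, of 161 and 156 bp against 203 and 278 bp in AGO2 KD, ranked 4150 and 4409.

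**Figure D5:**
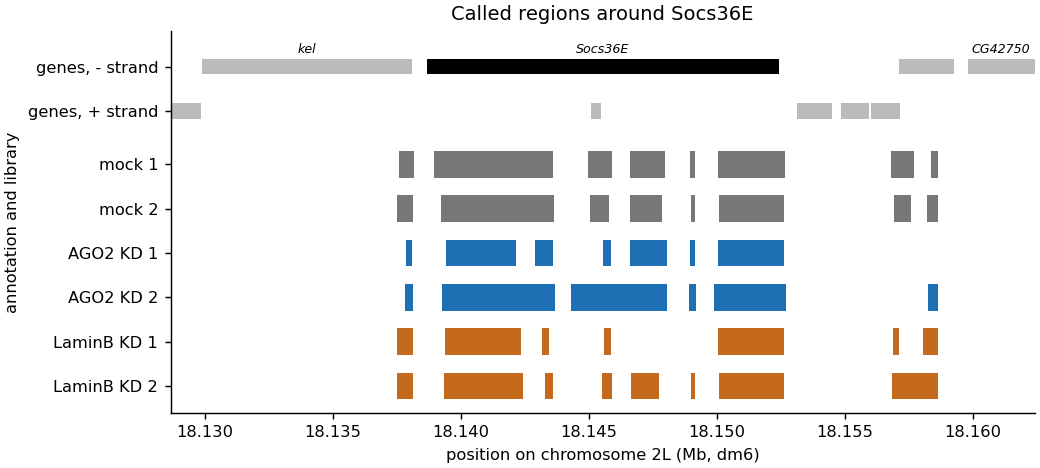
Called regions around *Socs36E* in dm6 coordinates on 2L, with a row of bars per library and the annotated genes above, black for the gene itself and grey for the others. Called regions cover 69.1% and 64.7% of the gene body in mock, 56.3% and 80.0% in AGO2 KD, and 42.7% and 53.7% in LaminB KD.

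The 4 other example genes carried short regions. The study showed them for AGO2 binding, for RNA bound by AGO2, or for NELF-E and CDK9, and not for S2. Coverage of *Traf4* (FBgn0026319, dm6 2L:4361925-4380716) was 5.35 ± 1.79% in mock and 2.71 ± 1.78% in AGO2 KD. Coverage of *cv-2* (FBgn0000395, dm6 2R:21355015-21379464) was 2.34 ± 1.46% in mock and 1.04 ± 0.185% in AGO2 KD. For *betaTub60D* (FBgn0288686, dm6 2R:24305881-24313099) the values were 4.14 ± 0.274% in mock and 6.88 ± 4.54% in AGO2 KD, with 10.1% in AGO2 KD 2 and 3.67% in AGO2 KD 1. For *vri* (FBgn0016076, dm6 2L:5288944-5311223) they were 6.42 ± 0.0349% in mock and 6.30 ± 7.85% in AGO2 KD (SD, n = 2 in each case). Apart from *Traf4* and *cv-2*, where both AGO2 KD replicates lay below both mock replicates, the groups overlapped.

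The lost genes with the largest difference in AGO2 KD were *CG2685* (dm6 X:2711756-2713960), *CG9890* (dm6 2R:23062747-23064260) and *CG31457* (dm6 3R:23126581-23127981). Each was covered to 100% in both mock libraries and to 0% in both AGO2 KD libraries. In LaminB KD their coverage was 36.9% and 45.5%, 99.8% and 36.8%, and 100% and 96.3%. No gained gene could be named in AGO2 KD.

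In LaminB KD the gained genes with the largest difference were *CG9312* (dm6 3R:13765756-13767103), with coverage of 88.4% and 51.2%, its neighbour *Cht5* (dm6 3R:13767549-13770732), with 81.6% and 50.4%, and *CG40198* (dm6 3R:4160610-4162235), with 37.6% and 9.23%. Coverage of these genes was 0% in mock. The lost genes with the largest difference were *Arc42* (dm6 3R:19877737-19879309), *CG5274* (dm6 3L:20426199-20427666) and *BaraB* (dm6 2R:8933423-8934445), which had mock coverage of 79.8% and 83.3%, 77.8% and 78.8%, and 81.3% and 74.5%. All 3 were at 0% in LaminB KD, and also in AGO2 KD. Coverage of the 6 genes named for LaminB KD was 0 in both groups when only the top-scoring 50% of each list was kept, so their calls rest on lower-scoring regions.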

Values the study reported

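The study reported that, upon AGO2 depletion, 219 of 744 genes up-regulated in its nascent RNA measurements gained Pol II S2 (odds ratio 11). Of 196 down-regulated genes, 46 lost Pol II S2 (odds ratio 4.8). After LaminB knockdown, 83 of 1452 up-regulated genes gained Pol II S2 (odds ratio 12).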

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

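The comparisons with genes of like coverage were chosen only after the result was seen. S2 coverage of *AGO2* moved in opposite directions in the knockdowns. It fell by 33.1 percentage points from mock to AGO2 KD and rose by 14.3 percentage points from mock to LaminB KD, and both libraries of each knockdown lay on their own side of both mock libraries. The difference between the knockdowns was not tested. The mock replicates stood apart, at 55.7% and 33.2%. Without mock 1 the changes were −21.8 percentage points in AGO2 KD and 25.6 in LaminB KD, and without mock 2 they were −44.3 and 3.1, so the size of both rests on single mock libraries.

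The drop in AGO2 KD was weighed against the general loss of coverage in the AGO2 KD lists. Among 859 genes with a mock coverage within 10 percentage points of that of *AGO2*, the drop lay at percentile 51.2, and the median change of these genes was −33.6 percentage points. The drop is therefore consistent with the general loss and needs no cause specific to *AGO2*. The rise in LaminB KD lay at percentile 96.5 of the same genes, inside the middle 95%, so a change that genes of like coverage also show could account for it. It reversed to −12.7 percentage points with the top-scoring 50% of each list and to −36.6 percentage points with the same number of regions in each list, so its direction depends on which regions are kept. The gene overlaps *CG7739* at its 3′ end, and coverage there belongs to either gene. An effect of LaminB depletion on *AGO2* was not tested otherwise and stays open.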

How the results depend on the processing

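The top 2000 regions by fold were added only after the data were seen, and the other alternatives were set before. AGO2 KD kept fewer regions, a shorter covered length and a lower end-to-start ratio than mock under each alternative that was run for them. So did LaminB KD. Keeping 50% of each list by score fixes the ratio of region numbers, and all regions lay on the main arms, so these 2 settings say nothing about region number, and the second says nothing about any result. Apart from the ranking by fold, the cause of the changes was not tested unless stated.

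With the top-scoring 50% of each list, the promoter share rose by 2.28 percentage points in AGO2 KD and 0.939 in LaminB KD. The log2 ratio of covered length in LaminB KD was −0.33 and its end-to-start difference −0.0753. Gained genes numbered 4 in AGO2 KD (simulated range 0 to 1, another split 57). For AGO2 KD against LaminB KD they numbered 7 (0 to 3, another split 92), and 3 genes were gained in both knockdowns. In LaminB KD 264 genes were lost, inside the simulated range of 222 to 267. Lost genes numbered 1266 in AGO2 KD, above the simulated range of 1158 to 1231. In AGO2 KD against LaminB KD they numbered 768, above the range of 688 to 745. Coverage of *AGO2* in LaminB KD reversed to −12.7 percentage points.

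With the same number of regions in each list, the promoter difference reversed to −1.10 percentage points in AGO2 KD and −0.0728 in LaminB KD. The rise of this share thus came with the number of regions called. For LaminB KD the covered length gave a log2 ratio of −0.25 and the end-to-start difference was −0.0753. Gained genes numbered 34 in AGO2 KD (simulated range 0 to 6, another split 71), 35 in LaminB KD (17 to 38) and 42 in AGO2 KD against LaminB KD (3 to 15, another split 70). Of these, 7 were gained in both knockdowns, with an odds ratio of 129 beside a simulated range of 78.1 to 4228. Simulated gains in AGO2 KD numbered only 0 to 6, and a constant was added to simulated counts where one was 0. This range therefore cannot judge an overlap of 7 genes. Lost genes lay above their simulated ranges. They numbered 654 in AGO2 KD (503 to 567) and 147 in LaminB KD (106 to 143). In AGO2 KD against LaminB KD they numbered 451 (352 to 410). Coverage was higher at 2 genes in AGO2 KD and 24 in LaminB KD, and that of *AGO2* in LaminB KD reversed to −36.6 percentage points.

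With the top 2000 regions by fold, 159 genes were gained and 530 lost in AGO2 KD, and 105 were gained in LaminB KD. AGO2 KD against LaminB KD gave 126 gained genes (simulated range 42 to 70, another split 93) and 381 lost genes (205 to 261). In both knockdowns 30 genes were gained, with an odds ratio of 42.6, below the simulated range of 51.7 to 190.

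Genes that overlap no other gene, a smaller set by construction, gave 393 lost in AGO2 KD, 73 lost and 7 gained in LaminB KD, and 252 lost in AGO2 KD against LaminB KD. Coverage was lower at 880 of them in AGO2 KD and 99 in LaminB KD. Asking for 50% of the gene body gave 1484, 302 and 920 lost genes in the same order and 0 gained in AGO2 KD against LaminB KD. The smaller coverage margin, a looser rule by construction, gave lower coverage at 3392 genes in AGO2 KD and 807 in LaminB KD, and higher coverage at 29 in LaminB KD. Joining regions within 1 kb changed LaminB KD to a log2 ratio of −0.080 in number and 3.42 percentage points in promoter share, and windows of 1000 bp changed its end-to-start difference to −0.101.

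The replicate block compared libraries of the same number. It gave log2 ratios of −0.60 and −1.45 for number and covered length in AGO2 KD, and −0.13 and −0.31 in LaminB KD. Coverage was lower at 2209 and 309 genes and higher at 0 and 15. No call changed direction. Differences between replicates 1 and 2 were correlated across genes by only −0.0292 for mock with AGO2 KD, 0.0572 for mock with LaminB KD and −0.0287 for AGO2 KD with LaminB KD, so the numbers do not pair the samples. The exact paired test cannot give a p under 0.5.

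Leaving out 1 library in turn moved AGO2 KD from −0.93 to −0.27 in log2 number, from −2.07 to −0.84 in log2 covered length, from −0.361 to −0.221 in end-to-start difference and from 7.76 to 18.1 percentage points in promoter share. In LaminB KD these ran from −0.15 to −0.11, from −0.33 to −0.29, from −0.0975 to −0.0803 and from 3.5 to 4.74. In AGO2 KD the counts ran from 1 to 13 gained and 901 to 2764 lost genes, the highest being without AGO2 KD 1 and without AGO2 KD 2, and from 0 to 3 genes with higher and 2012 to 3655 with lower coverage. In LaminB KD they ran from 34 to 39 gained, 258 to 317 lost, 34 to 44 with higher and 483 to 509 with lower coverage. AGO2 KD against LaminB KD gave 2 to 30 gained and 582 to 2380 lost genes, and 0 to 2 genes were gained in both knockdowns. Fewer libraries loosen a rule that needs all of them, which accounts for the direction of these counts.

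Among single named genes, 25 other values moved by more than 1 SD and 19 did not under these settings. Leaving out a library moved 11 and kept 81. Depth is unknown, so an absent region is not evidence of absent S2, above all in AGO2 KD 1.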

Other observations

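The tests of explanations and the ranking by fold in this part were chosen only after the result was seen. Fewer and shorter regions in AGO2 KD could come from a lower effective depth of these libraries or of their inputs. If so, both AGO2 KD lists should carry a lower −log10 p than the others at like fold. They did in 4 of 4 fold classes between 2.2 and 4. In the highest class, with a fold from 3.5 to 4, the medians were 19.8 and 19.8 in mock, 5.10 and 8.56 in AGO2 KD, and 13.5 and 15.8 in LaminB KD. The lower end-to-start ratio may have the same source. Pairs of lists were compared at a fold from 3.0 to 3.5. In 14 of 15 pairs, the list with the higher median −log10 p also had the higher ratio. Most pairs join lists of different groups, so they largely restate the group difference. Within groups, the mock and the AGO2 KD replicates went this way. The LaminB KD replicates did not, with medians of 9.87 and 11.6 and ratios of 0.396 and 0.389. Genes lost in AGO2 KD were weakly covered in mock, with a median of 22.6% against 63.1% for genes called in all 4 lists. A loss of S2 could also remove weakly covered genes first, so this value cannot tell the explanations apart. The −log10 p values at like fold fit a lower effective depth, which here goes together with the group. A loss of elongating Pol II upon AGO2 depletion was not tested here and stays open on these lists, since they hold no reads. From reads, the study reported the other direction, a build-up of elongating Pol II, with S2 losses at some down-regulated genes.

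No gene met the rule for a gain of S2 in AGO2 KD, so the number of gained genes here was 0. That is lower than the value quoted from the study above, which rests on reads within regions and on genes selected by their RNA. The number of lost genes here was 892, among all 13968 protein-coding genes. The value quoted from the study counts only genes down-regulated in its RNA measurements, so the numbers of lost genes cannot be ranked. In LaminB KD 12 genes were gained here. That is lower than the value quoted from the study above. The measures are not the same, because presence in a list cannot show a stronger signal at a gene that already has a region.

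Regions were also ranked within each list. In the top 2000 regions by fold, 159 genes were present in both AGO2 KD lists and in neither mock list, and 530 genes in both mock lists and in neither AGO2 KD list. Independent noise between libraries with no group effect gave a mean of 44.6 genes and an upper bound of 59 for the first count, and a range from 242 to 299 for the second, so the excess went both ways. Another split of the same libraries gave 73 genes, so real libraries can exceed the simulated bound. The tables argue against that noise as the whole source. Fold averaged down over wider mock regions is a candidate explanation for the 159 genes. For the 158 of them with a region in all 4 lists, the widest mock region was 2.83 times as wide as the widest AGO2 KD region of the same gene in the median. Random lists from the 4401 genes of this kind had a median of 2.16, with a 95% range from 1.93 to 2.47, which placed the 158 genes at percentile 99.99. The mock regions of these genes were not unusually wide in themselves. Their median was 3050 bp against 3246 bp in random lists, at percentile 19.9, so the explanation rests on the ratio alone. The widest region need not be the one in the top 2000. At *Socs36E*, 1 of the 159 genes, the widest region of AGO2 KD 1, of 2725 bp, ranked 4022. Another, of 2588 bp, ranked 1251, against 3147 for 2598 bp in mock 1. Width does not account for that shift, but 1 gene cannot speak for the set. A lower depth that reorders both AGO2 KD lists alike cannot be told apart from an effect of AGO2 depletion. LaminB KD, of intermediate −log10 p at like fold, had 105 such genes, inside its simulated range of 79 to 117, but its −log10 p differs less from mock. In the LaminB KD lists 37.7% and 35.8% of the 159 genes were in the top 2000. An effect of AGO2 depletion on S2 at these genes stays open and was not tested.

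Mean coverage of *Socs36E* was kept in AGO2 KD while genes of like coverage lost theirs. The change of its mean was 1.20 percentage points, against a median of −47.5 percentage points for 811 genes with a similar mock coverage, at percentile 100. The replicates went apart: coverage fell by 10.6 percentage points in AGO2 KD 1, at percentile 98.4, and rose by 13.0 in AGO2 KD 2, at percentile 99.8. With the same number of regions in each list the mean rose by 18.1 percentage points, again at percentile 100. With the top-scoring 50% of each list it fell by 14.3 percentage points, against a median of −40.6, at percentile 95.3 and so inside the middle 95% of matched genes. The study chose this gene as an example from the same libraries, so the test is not independent evidence, and the general loss of coverage, acting unevenly on genes, cannot be told apart from an effect of AGO2 depletion on the gene. The other example genes were not shown for S2 in the study. Their percentiles were 48.1 for *Traf4*, 59.8 for *cv-2*, 91.8 for *vri* and 99.9 for *betaTub60D*. The value of *vri* rests on AGO2 KD 2, at percentile 99.3, since AGO2 KD 1 alone gave 38.1. For *betaTub60D* AGO2 KD 1 alone gave 86.2 and AGO2 KD 2 gave 99.6. Its coverage rose in LaminB KD as well, by 3.53 percentage points at percentile 96.9, so the rise was not particular to AGO2 KD. There LaminB KD 1 alone gave 78.1 and LaminB KD 2 gave 98.6. The other percentiles in LaminB KD were 33.8 for *Socs36E*, 80.0 for *Traf4*, 29.7 for *cv-2* and 49.6 for *vri*. The non-coding gene inside *Socs36E* could contribute to its regions.

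A region of 237 bp on Y (dm6 Y:3302861-3303097) was called in both mock and both LaminB KD libraries and in no AGO2 KD library, with folds of 3.08, 2.93, 2.71 and 2.74. Kc167 is a line of female origin. The region lies outside annotated genes, near *CG45766*. The reference holds 109 other matches over at least 90% of its length: 90 on unplaced sequences, 11 elsewhere on Y and 8 on X, with identities up to 100%, 99.6% and 99.2%. None of the 8 copies on X touched a called region. Reads from such a copy could be the source, but they cannot be told apart from reads of the region itself, because it is not stated whether the unplaced sequences were part of the genome used for alignment. Its absence from the AGO2 KD lists is what a lower effective depth would also give. No biological explanation was tested.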
